A study of Mus musculus with 30 samples. Its data were reported in "A history of obesity leaves an inflammatory fingerprint in liver and adipose tissue" (2017).

How the data were processed

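Total RNA from gonadal white adipose tissue was amplified and labelled by the authors and hybridised to single-colour Affymetrix Mouse Gene 2.0 ST arrays, 1 array per mouse. The deposited values are log2 expression per probe set, made by the authors with robust multi-array average (RMA) summaries in Affymetrix Expression Console 1.4.1.46, which corrects background, quantile-normalizes all arrays together and summarises probes by median polish. These log2 values were used as deposited, without another transform or normalization. The 30 arrays held values from 2.074 to 13.857 log2, and no pair of arrays was identical. Gene symbols came from the annotation of the probe sets: 23521 probe sets had exactly 1 symbol, 1814 had several and 16010 had none.

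Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with default settings) on the 12 arrays of the groups compared, and on 24 arrays for the interaction of refeeding and history. All tests were two-sided unless stated. Adjusted p values are Benjamini-Hochberg over all 41345 probe sets. A probe set that was called is said to have risen or fallen. Calls needed adjusted p under 0.10, a fold over 1.3 either way and a level over 16 in at least 1 of the groups compared. The level was the mean of a group's log2 values, compared with the log2 of 16. These cut-offs are the ones the study gives for this tissue. A looser set used an unadjusted p under 0.01 with the same fold and level filters. Each error of a difference is the SE of the limma fit, and errors of group means are SDs.

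Gene lists of cell types, pathways and other tissues were fixed before the data were examined, 35 in all, together with the groups, the tests, the thresholds and the alternative settings. Each was tested with limma's camera, which compares a list with all other genes, at a preset inter-gene correlation of 0.01 on 1 probe set per gene (22180 genes), adjusted over the 34 lists with at least 3 measured genes and called under 0.05. Red blood cell markers had only 2 measured genes and were not tested. The same test with a correlation estimated for each list, and limma's fry, which asks whether a list's genes move one way without comparing them with other genes, were run beside it. Counts of members are given over all probe sets tested and adjusted over the list alone. List scores per array are the mean over a list's genes of the log2 value minus the gene's mean over all arrays, and differences of scores were tested with exact permutation tests, or with 100000 resamples where 10 or more arrays stood in each group.

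Lists of hepatocyte transcripts, of further hepatocyte genes and of motile cilia genes were added after the data were seen, as were the contrasts of refeeding over both histories and of history over both diets. The added lists were not tested with camera and did not enter the adjustment over lists.

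Named genes followed a rule fixed before the data were examined. From probe sets with exactly 1 symbol, with the probe set of highest mean for each gene, and leaving out predicted genes, small non-coding RNAs, olfactory receptors and immunoglobulin and T cell receptor segments, the text names up to 8 genes with the largest fold in each direction, taken from the called set and then from the looser set, which misses the adjusted threshold. It adds up to 3 members with the smallest p in each list described, the genes that the study measured by qPCR or named, in the comparisons of lean, obese and formerly obese mice, and for the interaction the 5 genes with the smallest p. Probe sets named because few others passed were chosen after their values were seen.

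The change left after the diet switch was measured as the ratio of the formerly obese to the obese difference from lean, as a median over the probe sets called in obese mice. Shared calls of both comparisons were set beside the product of both shares, beside 100 simulated draws of unchanged groups against the same lean arrays, and beside splits of the lean arrays into sets of 3. Every count of called probe sets and lists was set beside 100 splits of the same arrays, drawn with a fixed seed and the real split included.

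The scripts were first run on simulated arrays with 200 planted changes among 41345 probe sets, 6 against 6. They recovered 26 of 67 changes of 0.5 log2, 55 of 67 of 1 log2 and 64 of 66 of 2 log2, with 6 false calls among 151 and 0 calls where nothing was planted. With nothing planted, camera at the preset correlation called 10 of 34 lists and with an estimated correlation 0, since genes of a list vary together between animals. A list planted with a shift of 0.5 log2 had an adjusted p of 1.9e-60 at the preset and 0.00287 with an estimated correlation. Python 3.11.15 with matplotlib 3.10.9 and numpy 2.4.6 drew the figures.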

Results

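Gene expression was measured in gonadal white adipose tissue, the visceral fat depot beside the testes, of male C57BL6/J mice. The tissue came from 5 groups with 6 arrays each, 30 arrays in all, every mouse 35 weeks old. Lean mice had control diet for 27 weeks, obese mice had high-fat diet (HFD, 58% of energy as fat) for 27 weeks, and formerly obese mice had HFD for 20 weeks followed by control diet (10.5% of energy as fat) for 7 weeks. The remaining groups, lean-HFD and formerly obese-HFD, had the same history as the lean and the formerly obese mice and then HFD again, or for the first time, for 48 h. Each array held 41345 probe sets, of which 23521 had exactly 1 gene symbol. Median expression per array lay between 4.85 and 4.97 log2 units, and between 27578 and 28750 probe sets per array were above the level filter. Correlations between arrays ran from 0.953 to 0.984, with a median of 0.975 within groups and 0.970 between groups. The number of arrays limits the precision, and the p-values measure the spread between animals as labelled. Differences below are in log2 units with the SE of the limma fit and rest on 6 arrays per group unless another number is given.

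Obese mice were compared with lean mice to show what the long diet did. Atp6v0d2, a subunit of the proton pump of acidic vesicles, had the largest rise of the named genes, 23.4-fold (4.55 ± 0.37 log2, adjusted p = 1.5e-04), and Gpnmb, a glycoprotein of lipid-laden macrophages, rose 11.2-fold (3.49 ± 0.32, adjusted p = 2.2e-04). Mmp12, the macrophage elastase, rose 13.7-fold (3.77 ± 0.39), Itgax, which encodes the surface protein CD11c, 7.36-fold (2.88 ± 0.28), and Timp1, an inhibitor of matrix metalloproteinases, 7.12-fold (2.83 ± 0.25). All 6 obese arrays lay above every lean array for these 5 genes. Ubd had the next largest rise after Atp6v0d2 (3.89 ± 0.41), and Il7r (3.34 ± 0.32), Tlr13 (3.18 ± 0.27) and the choline transporter Slc5a7 (3.04 ± 0.40) rose more than Itgax and Timp1. The largest falls were in Orm3 of the acute-phase orosomucoid family (-2.41 ± 0.25), the carboxylesterase Ces1f (-2.29 ± 0.35), the cytochrome P450 genes Cyp2f2 (-2.32 ± 0.36) and Cyp2e1 (-1.97 ± 0.41), Adgrg2 (-2.20 ± 0.44), Fam13a (-1.85 ± 0.30), Eci3 (-1.62 ± 0.37) and Cldn22 (-1.60 ± 0.23). The study measured several macrophage and adipokine genes by qPCR. On these arrays Adgre1, which encodes the macrophage marker F4/80, rose by 1.38 ± 0.20 (adjusted p = 0.00177), Cd68 by 1.71 ± 0.20 (adjusted p = 5.4e-04), Tnf by 0.91 ± 0.18 (adjusted p = 0.00943), Itgam by 0.65 ± 0.18 (adjusted p = 0.0584) and the satiety hormone Lep by 0.69 ± 0.14 (adjusted p = 0.0130), with all 6 obese arrays above the lean mean for each. Mrc1 (0.18 ± 0.12), Clec10a (0.27 ± 0.14) and Il6 (-0.21 ± 0.15) did not pass. By qPCR the study reported Il6 raised and Lep not raised in this depot of obese mice. Il6 was low on these arrays, at 3.92 log2 in lean 4 and a mean of 3.16 in the other lean arrays. Adipoq, the hormone adiponectin, differed by -0.33 ± 0.07 (adjusted p = 0.0105, 6 of 6 obese arrays lower), a change of 1.26-fold that the fold filter leaves out. Of the genes that the study named, Vcam1 rose by 0.81 ± 0.12 (adjusted p = 0.00180) and Lyz1 fell by -1.44 ± 0.13 (adjusted p = 1.7e-04), all 6 obese arrays beyond every lean array for both. H2-Q5 (0.37 ± 0.22, adjusted p = 0.422) and Nmb (0.17 ± 0.11, adjusted p = 0.482) did not pass. That H2-Q5 value is of the probe set which the naming rule chose. Another H2-Q5 probe set was 0.76 higher in formerly obese than in lean mice. Between formerly obese and obese mice the largest difference of any H2-Q5 probe set was 0.107. The study counted H2-Q5 among the genes also regulated in obese against lean mice.

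Immune and lysosomal gene groups were higher in obesity. Among the lipid-associated macrophage genes, 12 of 17 rose, 1 fell and 4 did not pass, both over all probe sets and adjusted over the list alone (camera adjusted p = 2.7e-15, adjusted p = 0.104 with an estimated correlation). For the general macrophage markers the count was 11 of 19 up, 1 down and 7 not passing, 14 up and 1 down when adjusted over the list alone (camera adjusted p = 6.5e-10, adjusted p = 0.185 with an estimated correlation), with Mpeg1 (1.84 ± 0.19) and Ctss (1.54 ± 0.20) among the risen. Lysosome genes followed with 10 of 17 up in either adjustment and 7 not passing, Atp6v1b2 by 0.89 ± 0.10 and Ctsb by 0.52 ± 0.08 (camera adjusted p = 3.2e-10, adjusted p = 0.104 with an estimated correlation). In the chemokine and cytokine list 12 of 24 rose, 14 when adjusted over the list alone, led by Ccl2 (1.75 ± 0.23) and Ccl7 (1.20 ± 0.18), which attract monocytes, and the interleukin-1 antagonist Il1rn (1.72 ± 0.14, camera adjusted p = 8.1e-08, adjusted p = 0.152 with an estimated correlation). T cell markers rose in 2 of 15 genes, 5 adjusted over the list alone (Themis 0.72 ± 0.18, camera adjusted p = 3.1e-04, adjusted p = 0.259 with an estimated correlation), and NK and cytotoxic genes in 5 of 15 in either adjustment (Ccl5 1.05 ± 0.23, Nkg7 0.63 ± 0.17, camera adjusted p = 0.00682, adjusted p = 0.247 with an estimated correlation). MHC class I and antigen processing genes rose in 2 of 14, Psmb10 by 0.56 ± 0.08 and H2-K1 by 0.50 ± 0.09 (camera adjusted p = 3.6e-04, adjusted p = 0.104 with an estimated correlation). For MHC class II genes, which present peptides to T cells, 2 of 9 rose, and 3 rose and 1 fell when adjusted over the list alone (H2-DMb1 0.71 ± 0.17, camera adjusted p = 0.00554, adjusted p = 0.332 with an estimated correlation).

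Growth and matrix genes were higher as well. All 17 cell cycle genes rose, Top2a by 1.83 ± 0.20 and Cdk1, the kinase that drives mitosis, by 1.80 ± 0.19 (camera adjusted p = 1.8e-22, adjusted p = 0.1005 with an estimated correlation). Extracellular matrix genes rose in 16 of 24, 19 when adjusted over the list alone, Postn 2.46-fold (SE 0.14 log2) and Lum by 1.18 ± 0.14 log2 (camera adjusted p = 5.7e-19, adjusted p = 0.104 with an estimated correlation). Of the cholesterol synthesis genes, 11 of 17 rose, such as Cyp51 (1.03 ± 0.15) and Hmgcs1 (0.99 ± 0.15), 1 fell, the squalene synthase Fdft1 (-0.75 ± 0.11), and 5 did not pass (camera adjusted p = 1.1e-08, adjusted p = 0.104 with an estimated correlation). Endoplasmic reticulum stress genes rose in 2 of 13, Atf3 by 2.08 ± 0.27 and Sdf2l1 by 0.85 ± 0.11 (camera adjusted p = 7.9e-04, adjusted p = 0.1005 with an estimated correlation), while 11 of 12 endothelial markers were higher with none passing (camera adjusted p = 0.0176, adjusted p = 0.565 with an estimated correlation).

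Genes of adipocyte metabolism were lower. Branched-chain amino acid breakdown genes fell in 15 of 20, with Bcat2, the enzyme of the opening step, at -0.86 ± 0.09 and Ivd at -0.81 ± 0.12 (camera adjusted p = 3.5e-13, adjusted p = 0.152 with an estimated correlation). Mature adipocyte genes fell in 5 of 21, including Pck1 (-1.24 ± 0.14) and the insulin-responsive glucose transporter Slc2a4 (-1.02 ± 0.18), while 1 rose and 15 did not pass (camera adjusted p = 4.2e-05, adjusted p = 0.329 with an estimated correlation). Insulin signalling genes fell in 6 of 15, Irs2 by -0.58 ± 0.10 and the receptor Insr by -0.48 ± 0.09 (camera adjusted p = 7.9e-04, adjusted p = 0.329 with an estimated correlation). Clock genes moved both ways, with 2 of 15 up and 6 down, 7 down when adjusted over the list alone, Tef at -0.91 ± 0.13 and Per3 at -0.79 ± 0.14 (camera adjusted p = 5.1e-04, adjusted p = 0.152 with an estimated correlation). Mitochondrial respiration genes were lower in 20 of 22, although only 1 fell past the test (camera adjusted p = 3.5e-06, adjusted p = 0.329 with an estimated correlation). Mesothelial markers were lower in 11 of 11, of which 2, Wt1 (-0.51 ± 0.15) and Gpm6a (-0.54 ± 0.17), fell past the test and 4 when adjusted over the list alone (camera adjusted p = 0.00422, adjusted p = 0.329 with an estimated correlation). Of the genes measured by qPCR, 6 of 10 rose (camera adjusted p = 6.1e-05, adjusted p = 0.104 with an estimated correlation), a list that is not independent evidence where the same animals were used. Lists that camera did not call were the markers of dendritic cells (adjusted p = 0.398), B and plasma cells (0.957), granulocytes and mast cells (0.580), preadipocytes and fibroblasts (0.223), brown and beige fat (0.341), epididymis and sperm (0.906), skeletal muscle (0.867) and lymph node stroma (0.483). The genes of the interferon response (0.135), fatty acid synthesis (0.0644), hypoxia (0.494), the immediate-early response (0.0501), fatty acid oxidation and PPAR targets (0.0979) and those already named from these arrays (0.589) were not called either.

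In total 2496 probe sets passed in obese against lean mice, 1623 up and 873 down (limma, adjusted p under 0.10, fold over 1.3, level over 16), of which 1827 had exactly 1 gene symbol. Hepatocyte transcripts were lower by 1.08 log2 in the obese arrays (exact permutation p = 0.0433, adjusted p = 0.325 over 30 such tests), and with their score as a covariate the count was 1559. In 100 splits of the same arrays into mixed groups the highest other count was 3. No list call held with an estimated correlation, and the same splits gave up to 23 called lists.

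**Figure D1:**
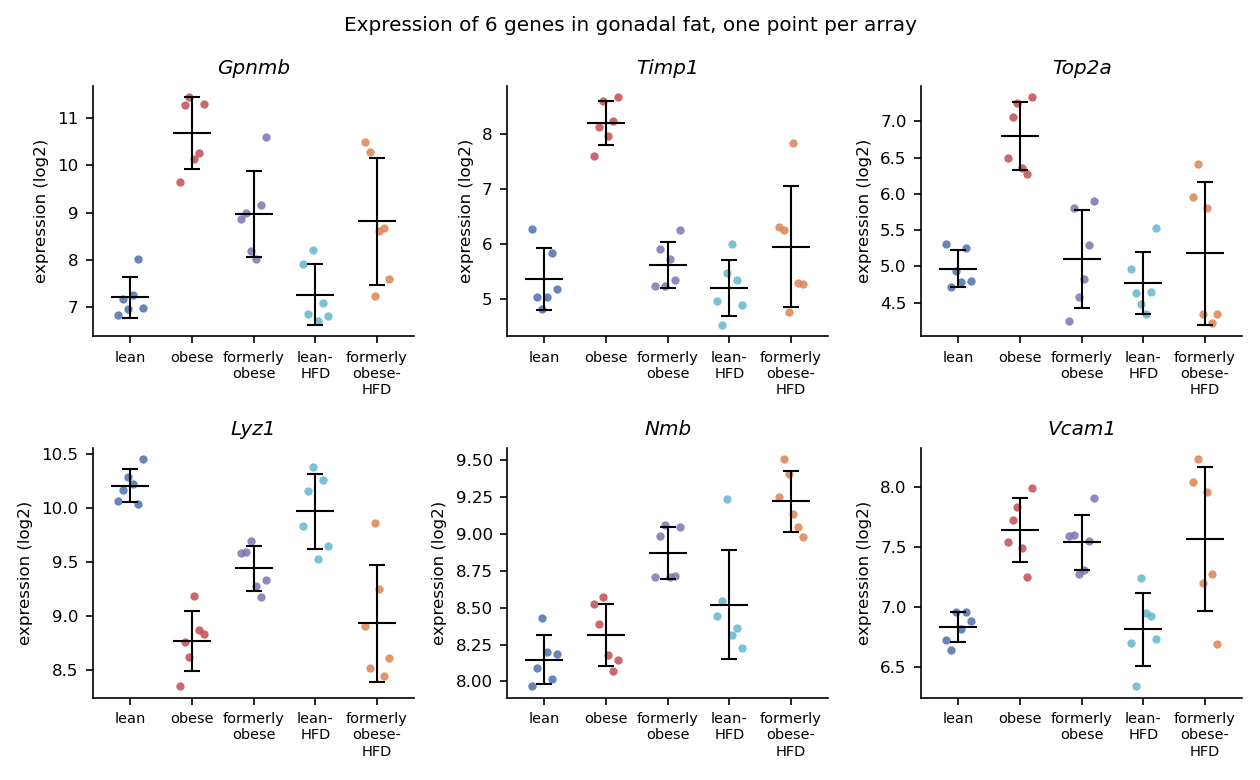
Expression in log2 units of 6 genes in each group, 1 point per array, with the mean (bar) and the SD (whisker) of 6 arrays. Timp1 and Top2a in formerly obese mice lie near the lean arrays, while all 6 formerly obese arrays lie above every lean array for Nmb and Vcam1 and below every lean array for Lyz1.

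Formerly obese mice were compared with lean mice to ask what remains of obesity after the diet switch. The 3 named genes with the largest differences were macrophage genes, though no probe set passed the adjusted test. Mmp12 was 4.78-fold higher (2.26 ± 0.52, adjusted p = 0.4997, 6 of 6 formerly obese arrays above the lean mean), Atp6v0d2 4.02-fold (2.01 ± 0.57) and Gpnmb 3.41-fold (1.77 ± 0.37, adjusted p = 0.477, 6 of 6 above). Il7r (1.56 ± 0.41), Tlr13 (1.19 ± 0.33), the lymphocyte chemokine Ccl5 (1.17 ± 0.26), the T cell receptor subunit Cd3g (1.07 ± 0.31) and Clec4d (0.97 ± 0.29) had the next largest positive differences. On the negative side stood Orm3 (-0.79 ± 0.22), Wfdc21 (-0.79 ± 0.19), Lyz1 (-0.77 ± 0.11), Ppp1r1a (-0.77 ± 0.16), Sfrp4 (-0.71 ± 0.22), Flacc1 (-0.68 ± 0.19), Ttc39c (-0.58 ± 0.12) and Rhbdl1 (-0.58 ± 0.17). Nearest to the threshold among the named probe sets were the lysozyme gene Lyz1 and the neuromedin B gene Nmb (0.72 ± 0.10), both with adjusted p = 0.127. The leukocyte adhesion gene Vcam1 followed (0.70 ± 0.11, adjusted p = 0.152). For all 3, every formerly obese array lay beyond every lean array. H2-Q5, a class I histocompatibility gene, differed by 0.37 ± 0.09 (adjusted p = 0.4997, 6 of 6 above the lean mean). Another H2-Q5 probe set, which the naming rule left out, differed by 0.76. It passed in the limma fit on 1-symbol probe sets (adjusted p = 0.0837).

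The genes that the study also measured by qPCR did not pass here. Adgre1 differed by 0.53 ± 0.18 (adjusted p = 0.5998), Cd68 by 0.63 ± 0.23 (adjusted p = 0.614) and Itgax by 1.002 ± 0.367 (adjusted p = 0.619), each with 6 of 6 formerly obese arrays above the lean mean. Itgam (-0.06 ± 0.10), Mrc1 (0.14 ± 0.10), Clec10a (0.23 ± 0.10), Il6 (-0.23 ± 0.14), Tnf (0.25 ± 0.15), Lep (-0.28 ± 0.23) and Adipoq (-0.08 ± 0.06) were nearer to 0.

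Lymphocyte, granulocyte and macrophage lists were shifted upward in formerly obese mice, although no member passed the test over all probe sets. Granulocyte and mast cell markers had 13 of 16 genes higher, and 5 rose when adjusted over the list alone, with the eosinophil granule gene Prg2 at 0.81 ± 0.22 and the mast cell protease Cpa3 at 0.48 ± 0.14 (camera adjusted p = 6.4e-04, adjusted p = 0.0955 with an estimated correlation). In NK and cytotoxic genes 12 of 15 were higher and 7 rose when adjusted over the list alone, such as Nkg7 (0.74 ± 0.16) and Klrd1 (0.74 ± 0.20, camera adjusted p = 4.3e-07, adjusted p = 0.152 with an estimated correlation). T cell markers were higher in 15 of 15, of which 6 rose when adjusted over the list alone (camera adjusted p = 3.7e-10, adjusted p = 0.189 with an estimated correlation). Macrophage markers were higher in 16 of 19, 5 when adjusted over the list alone, Mpeg1 by 0.77 ± 0.17, and lipid-associated macrophage genes in 13 of 17, 6 when adjusted over the list alone (camera adjusted p = 5.0e-06 and 3.5e-07, both with adjusted p = 0.246 with an estimated correlation). B and plasma cell markers were higher in 12 of 13, none passing either way (camera adjusted p = 5.7e-06, adjusted p = 0.246 with an estimated correlation), and 2 formerly obese arrays had B cell scores over 1. Interferon response genes were higher in 14 of 16, with Igtp at 0.50 ± 0.12, and MHC class II genes in 9 of 9 (camera adjusted p = 5.0e-06 and 4.2e-05, both with adjusted p = 0.246 with an estimated correlation). MHC class I and antigen processing genes were higher in 13 of 14, with the immunoproteasome subunit Psmb9 at 0.37 ± 0.08 (camera adjusted p = 4.8e-06, adjusted p = 0.152 with an estimated correlation), and chemokines and cytokines in 20 of 24, Cxcl16 by 0.48 ± 0.12 (camera adjusted p = 2.8e-05, adjusted p = 0.246 with an estimated correlation).

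Markers of tissue structure and metabolism shifted in both directions. Mesothelial markers were higher in 11 of 11 genes, with a median of 0.31, none passing alone (camera adjusted p = 1.5e-04, adjusted p = 0.246 with an estimated correlation), and lymph node stroma markers in 5 of 5, with a median of 0.39 (camera adjusted p = 0.00287, adjusted p = 0.152 with an estimated correlation). Mature adipocyte genes were lower in 20 of 21 with a median of -0.15, Plin4 at -0.29 ± 0.10 (camera adjusted p = 5.0e-06, adjusted p = 0.309 with an estimated correlation), and branched-chain amino acid breakdown genes in 18 of 20 (camera adjusted p = 5.4e-05, adjusted p = 0.4003 with an estimated correlation). Mitochondrial respiration and insulin signalling genes had medians of -0.07 and -0.09 (camera adjusted p = 0.0132 and 0.0423), while cell cycle genes had a median of 0.12 (camera adjusted p = 0.0214), each with adjusted p = 0.574 with an estimated correlation. Extracellular matrix genes split when adjusted over the list alone, with 2 up, Mmp2 (0.56 ± 0.12) and Mmp14 (0.45 ± 0.11), which cut matrix, and 3 down, among them Col15a1 (-0.51 ± 0.14, camera adjusted p = 0.0496, adjusted p = 0.651 with an estimated correlation). Of the qPCR genes 3 of 10 rose when adjusted over the list alone (camera adjusted p = 0.0283, adjusted p = 0.360 with an estimated correlation). The 4 measured genes that the study named from these arrays had 2 up and 1 down when adjusted over the list alone (camera adjusted p = 8.4e-04, adjusted p = 0.152 with an estimated correlation), which is not independent evidence, since they were chosen on these samples. Fbn1 and Gm26523, which the study also named, had no probe set with that symbol alone and have no value here.

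For formerly obese against lean mice limma left 0 probe sets, and 2861 had an unadjusted p under 0.05. At unadjusted p under 0.01 with the fold and level filters there were 405, of which 306 were higher and 99 lower, and without the filters 714 where chance alone would give 413. Other splits of these arrays reached 4 called probe sets, 755 at the looser threshold and 22 called lists. Fits on probe sets with 1 symbol and with a variance trend gave 4 and 5 calls, Lyz1 and Nmb in both, and a fit with the epididymis score as a covariate gave 7. The calls on 1-symbol probe sets also held Vcam1 and H2-Q5.

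The residual change was measured over the 2496 probe sets called in obese against lean mice, as the formerly obese difference from lean divided by the obese difference. The median ratio was 0.221 (quartiles 0.0527 and 0.386), where 0 is the lean level and 1 the level of mice kept on HFD. Reading it as a return assumes that level before the switch, when no array was taken. NK and cytotoxic genes that had risen in obesity had a median ratio of 1.17 over 5 genes, the highest of the 17 lists with at least 3 such genes. Their ratios ran from 1.06 to 1.27, so these genes differed from lean more in formerly obese than in obese mice. The ratio was not taken again without the formerly obese arrays that had B cell scores over 1. Macrophage and lipid-associated macrophage genes both stood at 0.354, branched-chain amino acid breakdown genes at 0.316 and insulin signalling genes at 0.243. Chemokines kept 0.233, mature adipocyte genes 0.193 and lysosome genes 0.140. Medians near 0 were found for preadipocyte and fibroblast markers (-0.0142, genes from -0.165 to 0.325), extracellular matrix (-0.0509, from -0.775 to 0.419), clock (0.0553, from -0.110 to 0.330) and cell cycle genes (0.0756, from -0.0470 to 0.314), so that some genes went past the lean level and others fell short of it, while cholesterol synthesis genes stood at -0.117. The 6 formerly obese arrays differed widely, with medians of 0.0122 to 0.530 when taken singly. With the probe sets chosen on 3 lean and 3 obese arrays and measured against the other 3 of each, the median ratio was 0.189.

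**Figure D2:**
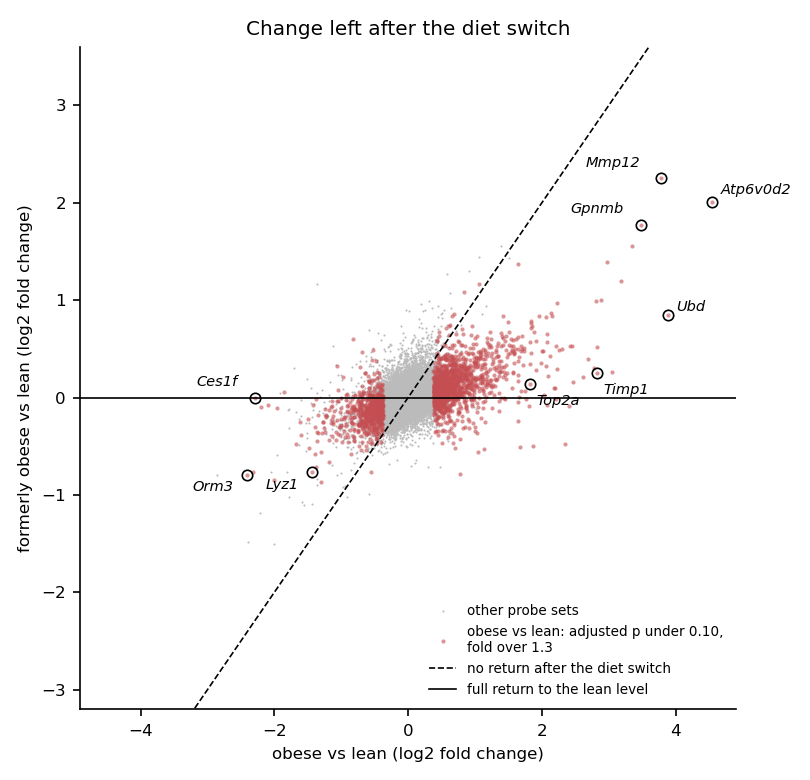
Log2 fold change in formerly obese against lean mice (vertical) and in obese against lean mice (horizontal), 1 probe set per gene, 6 arrays per group. Red marks adjusted p under 0.10 and fold over 1.3 in the latter, without the level filter. The horizontal line, labelled a full return, marks the lean level, and the dashed line, labelled no return, the level of obese mice. The median ratio over all 2496 called probe sets, not all of them drawn, was 0.221.

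At the looser threshold 142 probe sets differed from lean in the same direction in obese and formerly obese mice, 118 up and 24 down, and 8 in opposite directions. Both comparisons use the same lean arrays, which alone gives shared calls. Independent comparisons would share 14.5, unchanged groups simulated against the same lean arrays shared a median of 25 with a maximum of 414, and comparisons against separate sets of 3 lean arrays shared a median of 42. The covariance of the log2 differences was 0.0274 with shared lean arrays, a median of 0.0193 in the simulation, with a maximum of 0.0395, and a median of 0.00868 with the lean arrays split. Their correlation was 0.473, below the simulated median of 0.571, with a median of 0.111 with the lean arrays split.

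Formerly obese mice were next compared with obese mice, the direct effect of the diet switch. Timp1 fell 5.97-fold (-2.58 ± 0.21, adjusted p = 2.4e-04), the gastric lipase gene Lipf 7.10-fold (-2.83 ± 0.23, adjusted p = 2.4e-04) and S100a8, a neutrophil calcium-binding protein, 5.15-fold (-2.36 ± 0.20, adjusted p = 2.4e-04), all 6 formerly obese arrays below every obese array for each. Ubd (-3.04 ± 0.44), Slc5a7 (-2.78 ± 0.30), Atp6v0d2 (-2.54 ± 0.60), S100a7l2 (-2.49 ± 0.42) and Gpr50 (-2.40 ± 0.57) completed the largest falls. Ces1f (2.28 ± 0.37), Adgrg2 (2.10 ± 0.38), Fam13a (1.91 ± 0.25), Cyp2e1 (1.86 ± 0.43), Orm3 (1.62 ± 0.27), Cyp2f2 (1.56 ± 0.43), Inmt (1.43 ± 0.17) and Gprasp2 (1.41 ± 0.43) rose most. Itgax fell by -1.88 ± 0.45 (adjusted p = 0.0319), Cd68 by -1.08 ± 0.26 (adjusted p = 0.0340), Adgre1 by -0.85 ± 0.22 (adjusted p = 0.0462), Itgam by -0.71 ± 0.19 (adjusted p = 0.0476), Tnf by -0.66 ± 0.18 (adjusted p = 0.0626) and Lep by -0.97 ± 0.19 (adjusted p = 0.0140), all 6 formerly obese arrays below the obese mean for each. Lyz1 (0.68 ± 0.13, adjusted p = 0.0145) and Nmb (0.56 ± 0.11, adjusted p = 0.0147) rose, with 6 of 6 arrays above the obese mean. Vcam1 differed by -0.10 ± 0.14 (adjusted p = 0.780, 5 of 6 arrays lower), H2-Q5 by 0.01 ± 0.22, Mrc1 by -0.03 ± 0.11, Clec10a by -0.04 ± 0.13, Il6 by -0.02 ± 0.11 and Adipoq by 0.26 ± 0.07 (adjusted p = 0.0569, 6 of 6 arrays higher), 1.20-fold and therefore below the fold filter.

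Matrix, growth, cholesterol and macrophage genes were lower in formerly obese than in obese mice. Extracellular matrix genes fell in 21 of 24, Postn by -1.11 ± 0.11 and Col6a1 by -0.97 ± 0.10 (camera adjusted p = 7.4e-27, adjusted p = 0.0679 with an estimated correlation). Cell cycle genes fell in 15 of 17, all 17 when adjusted over the list alone, with Cdk1 at -1.89 ± 0.23 (camera adjusted p = 2.0e-18, adjusted p = 0.156 with an estimated correlation). Cholesterol synthesis genes fell in 13 of 17 and 1 rose, Hmgcs1 at -1.33 ± 0.13 and Lss at -1.19 ± 0.12 (camera adjusted p = 2.4e-12, adjusted p = 0.142 with an estimated correlation). Lipid-associated macrophage genes fell in 10 of 17, 11 when adjusted over the list alone, such as Lgals3 (-0.91 ± 0.16) and the lipid droplet protein Plin2 (-0.77 ± 0.15, camera adjusted p = 1.4e-08, adjusted p = 0.264 with an estimated correlation). Lysosome genes fell in 7 of 17, 9 when adjusted over the list alone (camera adjusted p = 1.2e-07, adjusted p = 0.256 with an estimated correlation), and macrophage markers in 7 of 19, 10 down and 1 up when adjusted over the list alone (camera adjusted p = 1.8e-05, adjusted p = 0.457 with an estimated correlation). In chemokines and cytokines 8 of 24 fell, Ccl2 by -1.68 ± 0.23, and 2 rose (camera adjusted p = 0.00124, adjusted p = 0.461 with an estimated correlation). Endoplasmic reticulum stress genes fell in 2 of 13 (Atf3 -1.43 ± 0.34, camera adjusted p = 0.0118, adjusted p = 0.204 with an estimated correlation) and the qPCR genes in 6 of 10 (camera adjusted p = 0.00337, adjusted p = 0.294 with an estimated correlation). NK and cytotoxic genes had 0 of 15 and T cell markers 1 of 15 past the test (camera adjusted p = 0.463 and 0.2497).

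Clock and amino acid genes went the other way. Clock genes rose in 9 of 15 and 1 fell, in either adjustment, with Tef at 0.83 ± 0.11, Per3 at 0.81 ± 0.09 and Dbp, a transcription factor of the circadian output, at 0.60 ± 0.09 (camera adjusted p = 3.1e-06), and this was the only call here that held with an estimated correlation (adjusted p = 0.0332). Branched-chain amino acid breakdown genes rose in 7 of 20, Bcat2 by 0.74 ± 0.13 (camera adjusted p = 1.7e-08, adjusted p = 0.294 with an estimated correlation). Mesothelial markers rose in 5 of 11, 8 when adjusted over the list alone, with Gpm6a at 0.93 ± 0.18 and Wt1 at 0.75 ± 0.18 (camera adjusted p = 3.0e-06, adjusted p = 0.172 with an estimated correlation). Insulin signalling genes rose in 4 of 15, 5 when adjusted over the list alone, Irs1 by 0.71 ± 0.16 (camera adjusted p = 0.0256, adjusted p = 0.564 with an estimated correlation), and mitochondrial respiration genes were higher in 18 of 22 with 1 past the test (camera adjusted p = 5.7e-04, adjusted p = 0.492 with an estimated correlation). B and plasma cell markers rose in 1 of 13 (Tnfrsf17 0.64 ± 0.15, camera adjusted p = 0.00117, adjusted p = 0.457 with an estimated correlation) and lymph node stroma markers in 1 of 5, 3 when adjusted over the list alone (Chst4 0.86 ± 0.17, camera adjusted p = 0.0118, adjusted p = 0.224 with an estimated correlation). The lymph node stroma score was 0.584 higher in formerly obese than in obese arrays (exact permutation p = 0.00433, adjusted p = 0.130 over 30 such tests, 6 of 6 arrays above the obese mean).

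Between formerly obese and obese mice limma called 2146 probe sets, 834 up and 1312 down. With the score of epididymis genes as a covariate the count was 1235. Other splits of these arrays called up to 753 probe sets and 22 lists, against 2146 and 16 in the real comparison.

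**Figure D3:**
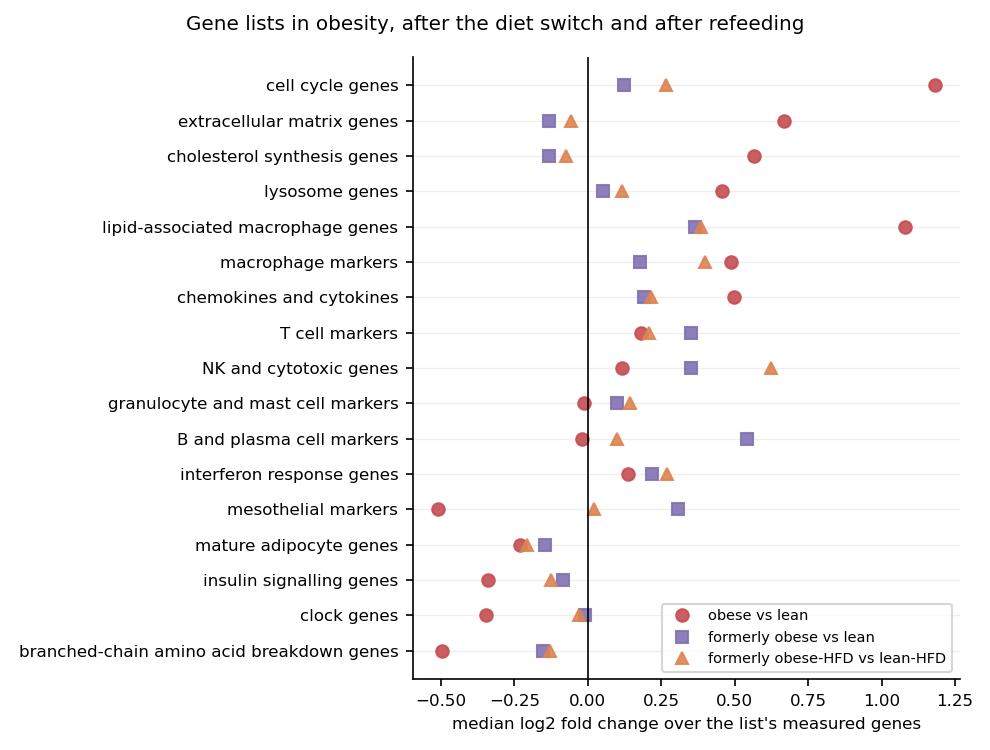
Median log2 fold change over the measured genes of 17 fixed lists in 3 comparisons, 6 arrays per group. Cell cycle genes had a median of 1.18 in obese and 0.12 in formerly obese mice against lean mice, and NK and cytotoxic genes 0.12 and 0.35.

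Lean mice given HFD for 48 h were compared with lean mice to show the response to a short HFD in mice that had not had it before. Genes of fatty acid synthesis were lower, none past the adjusted test. The fatty acid synthase gene Fasn differed by -1.14 ± 0.23, Acly, which supplies its acetyl-CoA, by -1.14 ± 0.27 (both adjusted p = 0.786), the elongase Elovl6 by -1.27 ± 0.33 (adjusted p = 0.797) and Acss2 by -1.19 ± 0.32 (adjusted p = 0.821), all 6 lean-HFD arrays below the lean mean for each. Odf3l1 (-0.97 ± 0.30), Folh1 (-0.91 ± 0.29), Enpep (-0.79 ± 0.19) and Plagl1 (-0.76 ± 0.22) followed. The largest positive differences were in genes that liver expresses strongly, namely the fibrinogen chains Fgb (2.83 ± 0.89) and Fga (2.81 ± 0.89), Cyp2a12 (2.52 ± 0.75), Ahsg (2.47 ± 0.80), Serpina1e (2.46 ± 0.58), Mup21 (2.37 ± 0.73), Azgp1 (2.13 ± 0.58) and Hpx (1.95 ± 0.63). The score of hepatocyte transcripts, a list added after the data were seen, was 2.06 higher in the lean-HFD arrays (exact permutation p = 0.0476, adjusted p = 0.325, 5 of 6 arrays above the lean mean), and albumin itself averaged 10.8 log2 against 8.86.

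Endoplasmic reticulum stress genes were higher in 11 of 13, by a median of 0.15, with Calr at 0.19 ± 0.07 and Hspa5, the chaperone BiP, at 0.16 ± 0.08, none past the test (camera adjusted p = 1.5e-04, adjusted p = 0.0223 with an estimated correlation). Fatty acid synthesis genes fell in 7 of 19 when adjusted over the list alone and in 0 over all probe sets (camera adjusted p = 0.00699, adjusted p = 0.697 with an estimated correlation). T cell and mesothelial markers were higher in 12 of 15 and 11 of 11 (both camera adjusted p = 0.00233), and B and plasma cell markers in 12 of 13 (camera adjusted p = 0.0306), each with adjusted p = 0.697 with an estimated correlation. Macrophage markers were lower in 15 of 19 (camera adjusted p = 0.0182), extracellular matrix genes in 18 of 24 and cell cycle genes in 14 of 17 (both camera adjusted p = 0.0138), and mitochondrial respiration genes in 19 of 22 (camera adjusted p = 0.0257), again with adjusted p = 0.697 with an estimated correlation. In all, limma called 1 probe set, 17206469, which has no gene symbol (1.02 ± 0.11, adjusted p = 0.0202, 6 of 6 arrays above the lean mean), and 2440 had an unadjusted p under 0.05. Other splits of the arrays called up to 58 probe sets and 13 lists. The count lay between 0 and 5 in other fits.

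Formerly obese mice given HFD for 48 h were compared with formerly obese mice to show the same short HFD in mice with a history of it. Acly was 2.42-fold lower (-1.28 ± 0.17, adjusted p = 0.2503), all 6 refed arrays below every other array. Elovl6 differed by -1.55 ± 0.34 (adjusted p = 0.695, 6 of 6 lower), Fasn by -1.12 ± 0.27 (adjusted p = 0.792, 6 of 6 lower), Acss2 by -1.07 ± 0.32, the small heat shock gene Hspb7 by -1.15 ± 0.29, the secreted phospholipase Pla2g2e by -1.03 ± 0.18, Ranbp3l by -1.04 ± 0.29 and S100a8 by -1 ± 0.28. Higher values were found for Ly6c1 (0.71 ± 0.17), Vnn1 (0.68 ± 0.20), Peg3 (0.68 ± 0.20), Apoc3 (0.66 ± 0.19), Rgn (0.63 ± 0.20), Apon (0.61 ± 0.16), Lonrf3 (0.59 ± 0.15) and Hoxa4 (0.58 ± 0.17). Apoc3 is on the hepatocyte list, whose score was 0.729 higher in the refed arrays (exact permutation p = 0.115, adjusted p = 0.354, 4 of 6 arrays above the mean of the others). Fatty acid synthesis genes fell in 6 of 19 when adjusted over the list alone (camera adjusted p = 3.5e-04, adjusted p = 0.819 with an estimated correlation). Clock genes were lower in 10 of 15, Bhlhe41 at -0.35 ± 0.10 (camera adjusted p = 0.0257, adjusted p = 0.503 with an estimated correlation), and endoplasmic reticulum stress genes higher in 11 of 13 (camera adjusted p = 0.0314, adjusted p = 0.614 with an estimated correlation). By limma 0 probe sets passed, and 2207 had an unadjusted p under 0.05. Without formerly obese-HFD 6, 2 genes passed, Acly and Elovl6.

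Whether the short HFD acted differently by history was tested as an interaction over 24 arrays. The genes with the smallest p were Slc35f3 (1.19 ± 0.28), Cdhr1 (0.47 ± 0.11), Tuft1 (0.49 ± 0.12), Pyroxd2 (0.81 ± 0.21) and Mcm9, a helicase of DNA repair (-0.46 ± 0.12), with adjusted p of 0.989 to 0.996. Limma called 0 probe sets, and 1904 had an unadjusted p under 0.05. Mesothelial markers had a median interaction of -0.36 (camera adjusted p = 0.0489, adjusted p = 0.961 with an estimated correlation), the only list called.

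Averaged over both histories, a contrast added after the data were seen, HFD for 48 h lowered Acly 2.32-fold (-1.21 ± 0.17, adjusted p = 0.0112), Fasn 2.19-fold (-1.13 ± 0.19, adjusted p = 0.0345), Elovl6 2.66-fold (-1.41 ± 0.25, adjusted p = 0.0532) and Me1, a source of NADPH for lipid synthesis, 1.63-fold (-0.71 ± 0.14, adjusted p = 0.0905), with 12 refed and 12 other arrays. All 6 refed arrays of either history lay below the mean of their own controls for Acly, Fasn and Elovl6. Pla2g2e (-0.92 ± 0.19), Trhde (-0.88 ± 0.16), Plagl1 (-0.87 ± 0.17), Enpep (-0.75 ± 0.14) and Col15a1 (-0.70 ± 0.14) fell as well, while the pantetheinase Vnn1 (1.01 ± 0.18) and the imprinted gene Peg3 (0.78 ± 0.16) rose. With the hepatocyte score as a covariate Peg3 (0.73, adjusted p = 0.270) and Me1 (-0.79, adjusted p = 0.129) no longer passed, although their changes stayed about as large. Fatty acid synthesis genes fell in 4 of 19, 6 down and 1 up when adjusted over the list alone (camera adjusted p = 1.3e-05, adjusted p = 0.781 with an estimated correlation). Endoplasmic reticulum stress genes were higher in 12 of 13 by a median of 0.13, with Calr at 0.15 ± 0.05, Atf4 at 0.14 ± 0.05 and Dnajc3 at 0.11 ± 0.04, none past the test (camera adjusted p = 3.6e-06, adjusted p = 0.00641 with an estimated correlation). Limma called 23 probe sets, 5 up and 18 down, and other splits of the arrays reached 4. The count was 1 without the arrays that carried B cell transcripts and 255 without those that carried hepatocyte or epididymis transcripts. The latter setting drops the 4 of 6 lean-HFD arrays with hepatocyte scores over 1, so the 255 rests on few lean-HFD arrays.

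**Figure D4:**
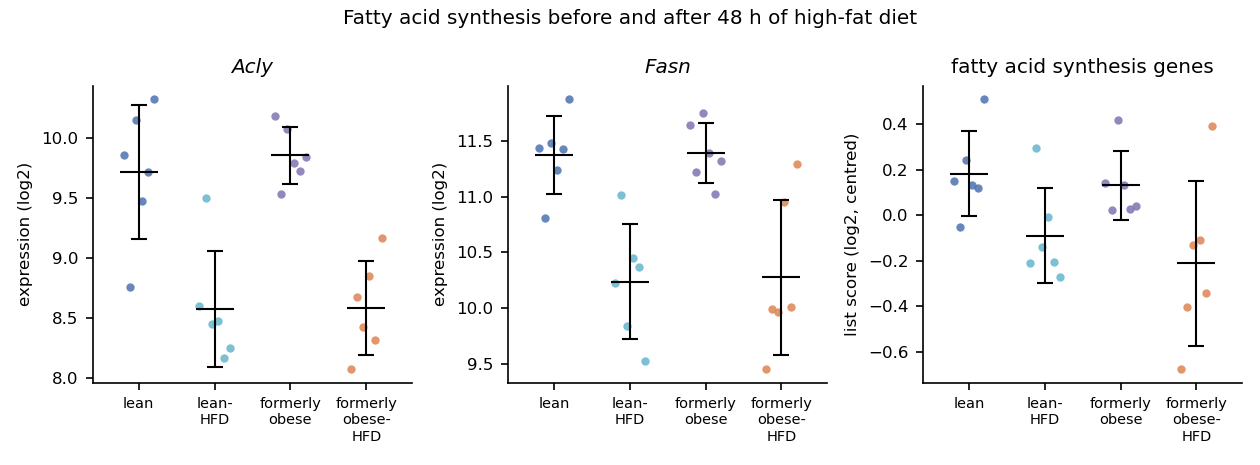
Expression of Acly and Fasn and the mean centred score of the fatty acid synthesis genes, all in log2 units, in the 4 groups with and without 48 h of HFD, 1 point per array with mean and SD of 6 arrays. The score averaged 0.184 in lean and -0.0887 in lean-HFD arrays, and 0.132 and -0.211 in the formerly obese groups.

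Both refed groups were compared with each other to show how a history of obesity differs under HFD. The largest positive differences were in Tmem212 (3.22 ± 0.84) and Dynlrb2 (3.09 ± 0.76), genes of motile cilia, the defensin Defb29 (2.84 ± 0.66), Mmp7 (2.82 ± 0.82), the cilia gene Sntn (2.74 ± 0.73), Cdr1 (2.66 ± 0.84), Efcab10 (2.61 ± 0.82) and Fam183b (2.53 ± 0.74). The added motile cilia score averaged 0.694 ± 0.919 (SD, n = 6) in formerly obese-HFD arrays, of which 3 were over 1, and -0.382 ± 0.407 in lean-HFD arrays. Without refeeding, 1 lean array (1.14) and 1 formerly obese array (1.33) were also over 1. Hepatocyte genes had the largest negative differences, with Fgb at -2.76 ± 0.85, Ambp at -2.72 ± 0.90, Fga at -2.70 ± 0.88, Ugt2b5 at -2.68 ± 0.84, Mup20 at -2.64 ± 0.72, Mup21 at -2.60 ± 0.68, Ces1c at -2.49 ± 0.79 and Cyp2a12 at -2.45 ± 0.72, and their score was lower by 1.996 (exact permutation p = 0.0346, adjusted p = 0.325). Nmb (0.70 ± 0.16), H2-Q5 (0.50 ± 0.16) and Lyz1 (-1.04 ± 0.24) kept the sign they had without refeeding.

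Immune lists were again higher on average in the mice with a history of obesity, but their arrays differed widely. Scores in formerly obese-HFD arrays ran from -0.556 to 0.777 for macrophage markers and from -0.238 to 0.931 for NK and cytotoxic genes, and the 16 called lists fell to 8 without formerly obese-HFD 1 and to 8 without the arrays that carried B cell transcripts. NK and cytotoxic genes rose in 4 of 15 when adjusted over the list alone, with the chemokine Xcl1 at 1.31 ± 0.35 and the granzyme Gzma at 0.82 ± 0.25 (camera adjusted p = 7.1e-06, adjusted p = 0.518 with an estimated correlation). Macrophage markers were higher in 19 of 19, interferon response genes in 16 of 16, MHC class II genes in 9 of 9 and lipid-associated macrophage genes in 14 of 17 (camera adjusted p = 4.5e-06, 1.4e-05, 1.0e-04 and 1.0e-04), each with adjusted p = 0.518 with an estimated correlation. MHC class I and antigen processing genes rose in 2 of 14 when adjusted over the list alone (camera adjusted p = 1.3e-04, adjusted p = 0.518 with an estimated correlation), chemokines and cytokines in 1 of 24, Cxcl16 (0.83 ± 0.21, camera adjusted p = 1.3e-04, adjusted p = 0.538 with an estimated correlation), and dendritic cell markers in 1 of 9, Xcr1 (0.51 ± 0.12, camera adjusted p = 0.0391, adjusted p = 0.518 with an estimated correlation). T cell markers were higher in 15 of 15 and lysosome genes in 14 of 17 (camera adjusted p = 0.00268 and 0.00295, both with adjusted p = 0.538 with an estimated correlation). Mature adipocyte genes were lower in 21 of 21 (camera adjusted p = 4.5e-06, adjusted p = 0.518 with an estimated correlation) and branched-chain amino acid breakdown genes in 20 of 20 (camera adjusted p = 0.0161, adjusted p = 0.696 with an estimated correlation). Limma called 0 probe sets, 3418 had an unadjusted p under 0.05, and with all 5 groups in the fit 47 passed. Other splits of these arrays called up to 283 probe sets and 23 lists.

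Averaged over both diets, also a contrast added after the data were seen, a history of obesity raised Nmb 1.64-fold (0.71 ± 0.10, adjusted p = 0.00883), Vcam1 1.66-fold (0.73 ± 0.14, adjusted p = 0.0449), the chemokine Cxcl16 1.58-fold (0.66 ± 0.13, adjusted p = 0.0449) and Gpnmb 3.17-fold (1.66 ± 0.35, adjusted p = 0.0617), and lowered Lyz1 1.87-fold (-0.90 ± 0.14, adjusted p = 0.00982). For Nmb and Lyz1 all 6 arrays of either diet lay beyond the mean of the matching mice without the history. The cytotoxic lymphocyte genes Xcl1 (1.08 ± 0.22), Klrc1 (0.76 ± 0.16) and Gzma (0.72 ± 0.16) rose, as did Xcr1 (0.42 ± 0.08), the receptor of the Xcl1 product. Of the dendritic cell markers 1 of 9 rose, 2 when adjusted over the list alone (camera adjusted p = 0.0152, adjusted p = 0.170 with an estimated correlation). Slc7a15 (0.79 ± 0.15), Gbp8 (1.02 ± 0.22) and Psmb9 (0.41 ± 0.10) rose too, whereas the liver genes Serpina1a (-1.31 ± 0.23) and Pon1 (-1.28 ± 0.31) fell. NK and cytotoxic genes rose in 2 of 15, 8 when adjusted over the list alone (camera adjusted p = 1.5e-08, adjusted p = 0.170 with an estimated correlation), and mature adipocyte genes were lower in 21 of 21 (camera adjusted p = 9.8e-09, adjusted p = 0.179 with an estimated correlation). Limma called 127 probe sets, 76 up and 51 down, and other splits of the arrays reached 302. The count was 0 with the hepatocyte score as a covariate, where Nmb differed by 0.61 (adjusted p = 0.167) and Lyz1 by -0.95 (adjusted p = 0.153), and 7 without the arrays that carried B cell transcripts.

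**Figure D5:**
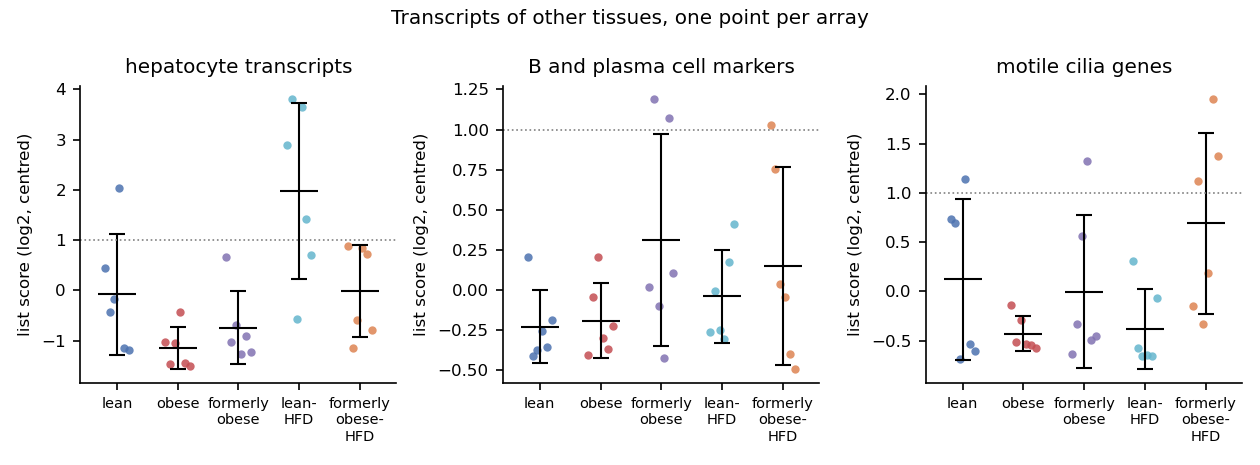
Mean centred scores in log2 units of hepatocyte transcripts, B and plasma cell markers and motile cilia genes, 1 point per array with mean and SD of 6 arrays, and a dotted line at a score of 1. Hepatocyte scores were over 1 in 4 of 6 lean-HFD arrays and in 1 lean array. B cell scores were over 1 in 2 formerly obese arrays and 1 formerly obese-HFD array. Motile cilia scores were over 1 in 3 formerly obese-HFD arrays, 1 lean array and 1 formerly obese array.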

Values the study reported

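The study reported 309 differentially expressed genes in gonadal fat of formerly obese against lean mice at a fold over 1.3, P<0.01 and an average expression over 16, of which 234 were up and 75 down. At an FDR<10% it named 6 regulated genes, of which 4 were also regulated in obese against lean mice. Body weight after 20 weeks was 32.75±0.74 g on control diet and 47.84±1.57 g on HFD. After the diet switch formerly obese mice weighed 37.82±1.26 g and lean mice 34.84±0.89 g.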

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

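The tests of the hepatocyte score's spread within groups, of the lymphocyte score against endothelial and fibroblast markers and of the fatty acid synthesis score against mature adipocyte genes, as well as the hepatocyte, second hepatocyte and motile cilia lists and both averaged contrasts, were chosen only after the result was seen.

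Single arrays far from the other 5 of their group were found in 14 of 255 groups of values, and chance marks about 1 in 20 groups, here 12.8. Formerly obese 5 had low scores of mature adipocyte genes (-0.318) and endothelial markers (-0.363), and formerly obese 6 of mesothelial markers (-0.246). Lean 6 had high scores of mitochondrial respiration genes (0.340) and brown and beige fat genes (0.874), and obese 4 of brown and beige fat genes (0.369). Lean 1 stood out in B and plasma cell markers (0.206), lean 4 in immediate-early genes (-0.135) and Il6 (3.92 log2), lean-HFD 1 in clock genes (-0.182), lean-HFD 6 in skeletal muscle markers (0.529), lean-HFD 3 in Nmb (9.24 log2), formerly obese 1 in hepatocyte transcripts (0.673) and formerly obese 3 in fatty acid synthesis genes (0.421). Mesothelial markers had a median of -0.36 log2 in the test of refeeding by history (camera adjusted p = 0.0489), a call that was lost with an estimated correlation (adjusted p = 0.961) and under several other settings. In this test Lrrn4 had -0.56 ± 0.26, Upk1b -0.74 ± 0.41 and Upk3b -0.44 ± 0.30.

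Hepatocyte transcripts, with albumin at 10.8 log2 in lean-HFD and 8.86 in lean arrays, were higher in the lean-HFD group and varied widely from array to array. A second list of 14 hepatocyte genes followed the score of the first within groups with a median correlation of 0.795, and 12 of the genes were over 0.5, which is what liver tissue or liver RNA in the fat samples would give. The score also varied between arrays without refeeding, with an SD of 0.848 within groups, 5.15 times the median of the fixed lists and above the highest of them (0.607) by less, so 48 h of HFD is not excluded as the cause of the group difference. However, 1 lean array without refeeding scored 2.05, above the lean-HFD mean of 1.98, so such a score also occurs without HFD. A response of fat to HFD stays open beside liver RNA, and Cyp2e1 and Cyp2f2, which fat also expresses, followed the score only weakly (correlations of 0.0169 and 0.249).

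T cell and NK scores were 0.444 higher in formerly obese than in lean arrays (exact permutation p = 0.00649), 6 of 6 formerly obese arrays above the lean mean. Without the 2 formerly obese arrays with B cell scores over 1 the difference was 0.263, or 59.4% of the whole (exact permutation p = 0.0143, 4 against 6 arrays), which excludes lymphoid tissue in those samples as the whole cause. Endothelial and fibroblast markers differed by 0.0378, and the lymphocyte score minus theirs still differed by 0.406 (exact permutation p = 0.0260). Over all 6 formerly obese arrays this argues against a lower share of adipocytes as the whole cause. The test kept the 2 arrays with B cell scores over 1. It also kept formerly obese 5, whose low endothelial score (-0.363, against a mean of 0.0392 in the others) lowers the subtracted score. Both explanations acting together were not tested. More T and NK cells in fat after obesity stay a hypothesis, found and tested on the same arrays, and smaller pieces of lymphoid tissue in the other samples were not tested.

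Fatty acid synthesis scores were 0.308 lower after 48 h of HFD over both histories (permutation p = 0.00439). With the hepatocyte score as a covariate 1.05 times the difference remained, -0.323 against -0.308, which excludes liver RNA as its cause. Mature adipocyte genes differed by -0.0474 (permutation p = 0.397), and the fatty acid synthesis score minus theirs by -0.260 (permutation p = 0.00295), which excludes a lower share of adipocytes as the whole cause. Lower expression of these genes in adipocytes under HFD stays a hypothesis, and time since the last meal was not tested.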

How the results depend on the processing

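The fit of 3 groups, the hepatocyte and epididymis covariates, the fits without arrays that carried hepatocyte, epididymis or B cell transcripts, and both averaged contrasts were chosen only after the data were seen. Leaving out the hepatocyte or epididymis arrays, those with scores over 1, removes at least 4 of 6 lean-HFD arrays. Counts of that setting with lean-HFD mice therefore rest on few arrays. Across the named genes, 6628 of the values without 1 array kept direction and side of the threshold, 325 became weaker, 55 stronger and 12 changed sign, and under other settings 3029 kept both, 103 became weaker, 24 stronger and 6 changed sign. The signal of probe sets near the level filter limits what small folds can show. Where values below moved, the cause was not tested, except that fewer probe sets or arrays enter some settings by construction. Each alternative setting chosen before the data were examined was run.

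Counts of called probe sets moved as follows. Obese against lean gave 1559 with the hepatocyte covariate and 2048 to 2763 without single arrays. Formerly obese against lean gave 4 with 1-symbol probe sets only, 5 with a variance trend and robust fit, 4 with 3 groups in the fit, 7 with the epididymis covariate, and 0 to 4 without single arrays, 4 without lean 3. At unadjusted p under 0.01 this comparison gave 228 with 1-symbol probe sets, 714 without filters, 57 at p under 0.001 and 317 to 503 without single arrays. Formerly obese against obese gave 3263 without filters, 1235 with the epididymis covariate and 1653 to 2527 without single arrays. For lean-HFD against lean the count was 5 with all groups in the fit, 3 with the level filter before the test, 0 with 1-symbol probe sets, 3 with array weights, 5 with the hepatocyte covariate and 0 (without lean-HFD 3) to 4 (without lean 2). Formerly obese-HFD against formerly obese gave 1 with 1-symbol probe sets and 0 to 2 without single arrays, 2 without formerly obese-HFD 6. For formerly obese-HFD against lean-HFD it was 47 with all groups in the fit, 3 with the hepatocyte and 2 with the epididymis covariate, 2 without the hepatocyte or epididymis arrays and 0 to 3 without single arrays, 3 without lean-HFD 3. The interaction gave 2 with the epididymis covariate, 2 without the hepatocyte or epididymis arrays, 2 without the B cell arrays and 0 to 1 without single arrays, 1 without formerly obese-HFD 1.

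Refeeding over both histories gave 48 with all groups, 41 with the level filter first, 38 with array weights, 6 at adjusted p under 0.05, 255 without the hepatocyte or epididymis arrays, 1 without the B cell arrays, and 5 (without formerly obese 3) to 57 (without lean-HFD 2). History over both diets gave 213 with all groups, 191 with the level filter first, 236 with array weights, 25 at adjusted p under 0.05, 0 with the hepatocyte covariate, 1 without the hepatocyte or epididymis arrays, 7 without the B cell arrays, and 27 (without formerly obese-HFD 2) to 340 (without formerly obese-HFD 6).

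Counts of called lists fell most with an estimated correlation, to 0 in obese and formerly obese against lean, formerly obese-HFD against formerly obese and against lean-HFD, the interaction and history over both diets, and to 1 in formerly obese against obese, lean-HFD against lean and refeeding over both histories. With fry the counts were 2 for formerly obese against lean, 1 for lean-HFD against lean, 0 for formerly obese-HFD against formerly obese, 0 against lean-HFD, 0 for the interaction, 1 for refeeding and 6 for history. Lean-HFD against lean gave 5 with all groups, 5 with the hepatocyte covariate and 5 (without lean-HFD 6) to 13 (without lean 3). Formerly obese-HFD against formerly obese gave 5 with all groups, 8 without the B cell arrays and 1 (without formerly obese 4) to 10 (without formerly obese 5). Formerly obese-HFD against lean-HFD gave 8 without the B cell arrays and 8 (without formerly obese-HFD 1) to 22 (without formerly obese-HFD 6). The interaction gave 0 with all groups, the largest-fold probe set, the level filter first, the hepatocyte covariate and without the B cell arrays, 2 with values quantile-normalized again and 0 to 6 without single arrays, 6 without formerly obese-HFD 6. Refeeding over both histories gave 5 to 10 without single arrays.

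The shared calls of obese and formerly obese mice, 142, were 0 at the adjusted threshold in both, 42 with the lean arrays split and 106 to 203 without single arrays. The ratio left after the switch, 0.221, was 0.189 on separate arrays in the 80 of 100 draws that had calls, 0.236 as a slope, 0.217 at a level over 64 and 0.155 to 0.264 without single arrays.

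Replicate numbers were also fitted as a replicate block. Arrays with the same number correlated between -0.227 and 0.414 after removing group means, 7 of 36 such pairs of arrays were over 0.1, and the numbers were therefore not taken as a pairing. The block gave 0 calls for lean-HFD against lean, 1 for the interaction, 0 lists for the interaction, 7 for refeeding over both histories and 84 for history over both diets, while obese against lean gave 2075, formerly obese against obese 2250 and the looser set 375.

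Values that changed sign were of genes that did not pass. Il6 in obese against lean mice was -0.21 and 0.0421 with the hepatocyte covariate. In formerly obese against obese mice Mrc1 was 0.00579 after quantile normalization, 0.0348 without the B cell arrays and -0.0870 to 0.0230 without single arrays, Clec10a -0.118 to 0.0418 and Il6 -0.0635 to 0.0497 without single arrays. H2-Q5 there was -0.0273 with array medians removed, -0.0101 after quantile normalization, -0.0550 with the hepatocyte covariate and -0.193 to 0.139 without single arrays.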

Other observations

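The counts of hepatocyte, cilia and lymphocyte scores by array, the averaged contrasts and the tests of the scores against other cell types were chosen only after the result was seen.

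Antibody genes differed between most groups in the same direction. Of 31 immunoglobulin segments, 29 were higher in formerly obese than in lean mice, with a median of 0.45 log2, but 27 were also higher in lean-HFD than in lean mice (0.31) and 25 in formerly obese-HFD than in formerly obese mice (0.40), and no test of the segments as a set was run. In formerly obese against lean mice 14 of 21 T cell receptor segments were higher, with a median of 0.09, and none of either kind passed the adjusted limma test. Over both diets all 24 chemokine and cytokine genes and all 16 interferon response genes were higher in mice with a history of obesity, of which 3 and 4 rose when adjusted over the list alone (camera adjusted p = 1.1e-06 and 3.7e-08, adjusted p = 0.207 and 0.179 with an estimated correlation). The 4 genes named earlier from these arrays had 3 up and 1 down past the test in the same contrast, a list chosen on these samples and therefore not independent evidence.

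Fatty acid synthesis genes did not move as one in obesity. In formerly obese against obese mice 4 of 19 rose and 1 fell, 7 and 2 when adjusted over the list alone (camera adjusted p = 0.160). In obese against lean mice 4 fell, 5 when adjusted over the list alone. Hypoxia genes had 1 up and 2 down of 13 in obese mice, and preadipocyte and fibroblast markers 4 up and 2 down of 14. Fatty acid oxidation and PPAR target genes had 3 up and 1 down of 16 in obese against lean mice and 1 up and 3 down in formerly obese against obese mice.

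For formerly obese against lean mice, 0 genes passed the adjusted threshold here, with 2861 probe sets at an unadjusted p under 0.05 by limma, and 4 passed on 1-symbol probe sets, 4 with 3 groups in the fit, 5 with a variance trend and 7 with the epididymis score as a covariate. The 4 on 1-symbol probe sets were Lyz1, Nmb, Vcam1 and another H2-Q5 probe set, all of genes that the study named from these arrays. Which arrays and probe sets entered the study's own fit was not known here.

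Each comparison was set beside 100 splits of its own arrays into other groups, the real split counted among them. Chance can be excluded for the called probe sets of obese against lean mice (2496, highest other 3, 1 split as large) and of formerly obese against obese mice (2146, highest other 753, 1 split). For refeeding over both histories (23, highest other 4, 1 split) no other split was as large. That contrast was chosen after the data were seen and its count depended on the setting, so its rank does not exclude chance. Few splits were as large for history over both diets (127, highest other 302, 2 splits) and for the looser set of formerly obese against lean mice (405, highest other 755, 4 splits). These ranks were not adjusted over the comparisons, and other splits gave larger counts, so chance is not excluded there. Splits that called 302 probe sets against 127 and 755 against 405 may reflect a structure of the samples other than their groups, or splits close to the real one. The make-up of those splits was not examined. Chance cannot be excluded for lean-HFD against lean (1, highest other 58, 6 splits) either. Where the real count was 0, all 100 splits are as large by construction and decide nothing, with highest other counts of 4 for formerly obese against lean, 2 for formerly obese-HFD against formerly obese, 283 for formerly obese-HFD against lean-HFD and 70 for the interaction. The make-up of the splits that called 58, 283 and 70 was not examined either.

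For called lists, formerly obese against lean mice had the fewest splits as large (20, highest other 22, 3 splits), a rank not adjusted over the comparisons. With an estimated correlation 0 of these lists held, and fry called 2, so chance is not excluded. Nor can it be excluded in obese against lean (20, highest other 23, 9 splits), formerly obese against obese (16, highest other 22, 21 splits), lean-HFD against lean (9, highest other 13, 26 splits), formerly obese-HFD against formerly obese (3, highest other 22, 93 splits), formerly obese-HFD against lean-HFD (16, highest other 23, 20 splits), the interaction (1, highest other 21, 98 splits), refeeding over both histories (8, highest other 23, 51 splits) and history over both diets (20, highest other 23, 5 splits). Splits that mix groups unevenly keep part of a group difference, so the counts do not rank the comparisons. Splits of the arrays of obese and lean mice called a median of 9 lists, and camera called 10 of 34 where nothing was planted. At the preset correlation camera therefore calls lists whose genes merely vary together between animals.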
